A study of Mus musculus with 2 samples. Its data were reported in "The Histone Variant MacroH2A1 Regulates Key Genes for Myogenic Cell Fusion in a Splice-Isoform Dependent Manner" (2020).

How the data were processed

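Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in C2C12 cells, an established mouse myoblast line that fuses into multinucleated myotubes when serum is withdrawn. One library was made from DNA precipitated with an antibody specific for macroH2A1.1, a splice isoform of the histone variant macroH2A1, and 1 library was made from input chromatin without antibody. Both carry the genotype wild type. The labels give the source of both libraries as myoblast. Their short descriptions, and the name of the region list, carry the abbreviation DM, which the growth protocol uses for differentiation medium, and the results of the study place the macroH2A1.1 profile in myotubes. These point to differentiated cells, against the source label, and the neutral name C2C12 cells is used here.

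Per the labels, the libraries were sequenced as single reads. According to the study's methods, reads were trimmed and aligned to the mouse genome build mm9 with Bowtie 2, and enriched regions were called with SICER, a caller made for broad chromatin domains that counts reads in fixed windows and joins eligible windows across short gaps. The deposited region list is named after epic, a re-implementation of SICER. It holds, for each region, the read count of the ChIP library and the read count of the input library as the authors' caller made them, not scaled for library size. The deposited log2 fold change is the log2 of ChIP over input after scaling by a single library factor, which was 1.45 for all regions and stands for the ratio of ChIP to input library size. The deposited score is the log2 fold change multiplied by 100. The p-value and the FDR of each region were also given by the authors' caller. Recomputing the p-value as the Poisson probability of more than the observed ChIP count, with the scaled input count as the mean, gave the deposited value for every region whose p-value was above 0. This test takes the input count as free of sampling error. For the 24 regions with 0 input reads the caller had put 0.25 in place of the input count. The FDR followed from a Benjamini-Hochberg adjustment over 56506 candidate regions, of which 50887 with an FDR up to 0.0499 are in the list. The starts and widths of regions were multiples of 200 bp, and neighbouring regions lay at least 800 bp apart.

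Positions were read as counted from 0 with an inclusive last base, and are given 1-based in mm9. The reference genome at hand was GRCm38, a later build. On 5 of the 20 chromosomes the last region ended past the end of the GRCm38 chromosome, for example at 196752200 on chromosome 1, whose GRCm38 length is 195471971. No coordinate was converted between builds. For this reason the comparisons planned for gene bodies, promoters and start sites, and for the fusion genes through their gene spans, were not run, and an mm9 annotation was not used here. The 5 amplicons which the study measured by ChIP-qPCR were placed on the region list by the mm9 positions it gives. Their primers were also matched to GRCm38, and the surrounding annotation (GENCODE) is reported in that build only. Chromosome-wide GC content and numbers of protein-coding genes were taken from GRCm38.

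Both libraries are single, so no comparison here has a replicate check, and regions are not replicates of a condition. Intervals for fold changes of single regions are 95% exact (Clopper-Pearson) intervals of the ChIP share of reads, divided by the library factor. They cover counting error only, since reads amplified by PCR are not independent molecules. A fold against 3 or fewer input reads was computed against a floor of 3 reads, and the lower limit of its exact interval, from the counts themselves, is given beside it. The file gives reads within regions and not library totals, so the share of reads that fell into regions is unknown. Medians, the covered share, the correlation of width and enrichment and the chromosome X ratio carry 95% percentile bootstrap intervals over regions (1000 resamples). Each resample drew the same total number of regions as if they were independent. These intervals therefore leave out the uncertainty of the calling and the clustering of regions. Covered shares were taken over the highest region end of each chromosome. Clustering was measured as the variance-to-mean ratio of region counts in 1 Mb bins and set against 1000 random placements of the same regions within their chromosomes. Amplicon overlaps of 1 bp or more were set beside 10000 random placements of the amplicons on their chromosomes. The p-values planned for this comparison are not given in the results, because the study measured these loci as a follow-up of the same profile. The random placements do not avoid assembly gaps.

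The regions named in the text followed a rule set in advance: the 5 regions with the highest enrichment, the 5 widest, the 3 bins of 1 Mb with the most covered length, and the region over or nearest to each amplicon. Alternatives fixed before the data were examined were an FDR of 0.01, a 2-fold filter, regions above the median enrichment, widths above 1 window, joining within 10 kb, other bins and denominators, and other overlap rules. Alternatives added afterwards were an exact binomial test of ChIP against input reads (one-sided, Benjamini-Hochberg over the 56506 candidates), which allows for the sampling error of the input, an input floor of 3 reads, equal read depth on every chromosome, joint placement of the amplicons of one gene, and clustering without chromosome 8 or 15. For equal depth, ChIP and input reads were thinned at random to the input density of chromosome 7, the lowest, and regions were kept when they passed the largest deposited p-value (0.0450) and still had 15.3 ChIP reads per kb, the 5th percentile on chromosome 7. The 1st and the 10th percentile were also computed, as were thinning alone and, without thinning, a 2-fold filter and log2 limits of 1.5 and 2. Chromosome 8 was also thinned in parts, each by its own input density. Thinning acts on called regions and does not repeat the calling. Tests on reads compare these 2 libraries and not conditions.

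The statistics were tested on simulated data. With 200 of 50887 simulated regions raised 3-fold at the real depths, the binomial test called 78.0% of them and 1 of the unchanged regions, and the Poisson test called 97.5% of them and 2924 of the unchanged regions. With so few raised regions the adjusted threshold is stricter than in the list, so these rates do not carry over to it. In a separate simulation, 20000 regions placed uniformly gave a variance-to-mean ratio of 0.956. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.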

Results

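The genomic distribution of macroH2A1.1 in C2C12 cells was described from a list of regions in which the ChIP library exceeded the input library. The ChIP group and the input group each held 1 library, so no value below has an error between replicates. The list held 50887 regions on chromosomes 1 to 19 and X. Together these regions contained 4884176 ChIP reads and 1585463 input reads. A region held a median of 68 ChIP reads, with a range from 17 to 10047, and a median of 22 input reads, with a range from 0 to 3601. After scaling by the library factor, ChIP reads exceeded input reads 2.12-fold over all regions taken as one.

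The first question was how widespread and how strong the enrichment was. Regions covered 228 Mb, which was 8.66% of the summed chromosome lengths (95% bootstrap interval over regions 8.59 to 8.73%). The number of regions moved most when regions within 10 kb of each other were joined, which left 18411. Regions had a median width of 3600 bp, with quartiles at 2600 and 5200 bp. Only 9 regions had the width of 1 window of 200 bp, and 407 regions were wider than 20 kb. The latter made up 5.65% of the covered length. The median enrichment over input, by the authors' value per region, was 2.21-fold (95% bootstrap interval over regions 2.20 to 2.22), with quartiles at 1.75-fold and 2.86-fold. An enrichment of 2-fold or more was found in 31181 regions (61.3%), and one of 4-fold or more in 4246 regions (8.34%). In 5743 regions (11.3%) it stayed under 1.5-fold. When the sampling error of the input count was taken into account with an exact binomial test, 45405 regions kept an FDR of 0.05 or less. The 5482 regions without such a call had a median enrichment of 1.40-fold from medians of 56 ChIP reads and 27 input reads.

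**Figure D1:**
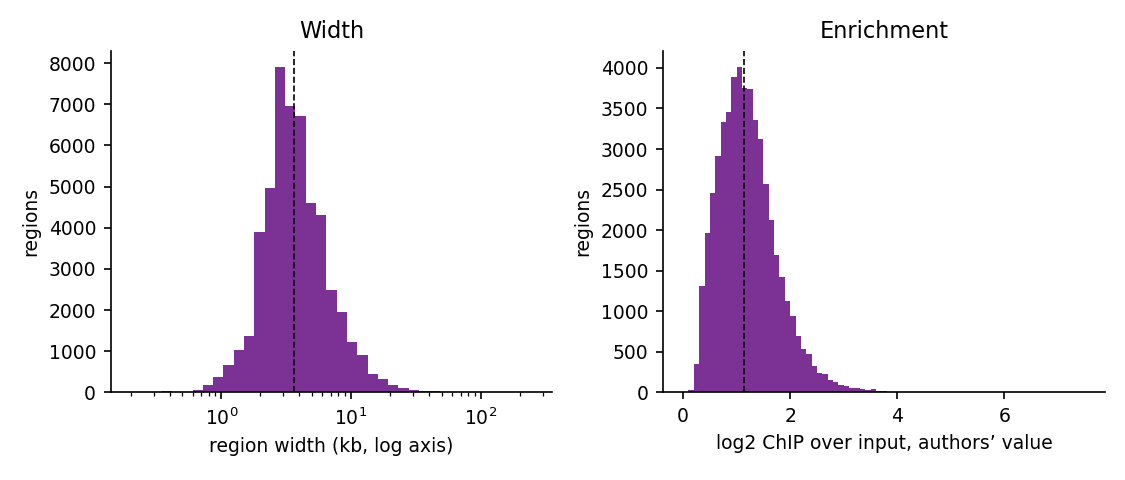
Distribution of the 50887 macroH2A1.1 regions by width (left, kb, log axis) and by log2 enrichment of ChIP over input as given by the authors (right); the vertical axis counts regions and dashed lines mark the medians. Most regions were a few kb wide, with a median of 3600 bp, and 61.3% of them reached 2-fold enrichment.

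It was then asked whether wide regions were also the strongly enriched ones. The Spearman correlation between width and enrichment across regions was -0.241 (95% bootstrap interval -0.249 to -0.232), where regions are not independent replicates. When regions were split at the quartiles of width, the median enrichment was 2.63-fold in the narrowest set, with a median width of 2000 bp, and 2.20-fold, 2.10-fold and 2.07-fold in the wider sets, with median widths of 3000, 4200 and 7200 bp. Most of the fall thus lay between the narrowest set and the next. All of them had passed the caller's threshold, so this is a relation among called regions.

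The 5 regions with the highest listed enrichment were 400 to 1200 bp wide and held no input read. They lay on chromosome 6 at 125826801 to 125827400 with 62 ChIP reads, on chromosome 6 at 69466201 to 69466600 with 48, on chromosome 7 at 146938001 to 146939200 with 39, on chromosome 10 at 111237601 to 111238600 with 35, and on chromosome 8 at 47339001 to 47339800 with 34. The lower limit of the 95% exact interval was 11.3-fold in the first of these and 6.02-fold in the last, and the enrichment computed against a floor of 3 input reads was 14.3-fold and 7.82-fold. Among regions with more than 3 input reads, the highest enrichment was 17.2-fold (95% exact interval 8.58 to 40.5), from 200 ChIP reads and 8 input reads on chromosome 17 at 4626001 to 4627400. This region was looked up after the others had been seen.

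The widest region extended over 244.4 kb on chromosome 8, from 89605401 to 89849800, with 10047 ChIP reads and 3048 input reads. Its enrichment was 2.27-fold (95% exact interval 2.18 to 2.37). The next lay on the same chromosome from 86814801 to 87020000, spanned 205.2 kb and was enriched 1.44-fold (1.382 to 1.497). The others among the 5 widest lay on chromosome 1 from 136901201 to 137013000 with 3.33-fold (3.10 to 3.59), on chromosome 9 from 61649401 to 61752600 with 2.81-fold (2.60 to 3.04), and on chromosome 8 from 94407601 to 94504400 with 2.19-fold (2.04 to 2.35). Each of these intervals excluded 1 and rests on counting error alone.

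Next, it was asked whether the regions were spread evenly. Counts of regions in 1 Mb bins had a variance-to-mean ratio of 21.9. Random placement of the same regions within their chromosomes gave a mean ratio of 2.80 and never more than 2.90 (one-sided permutation p = 0.001, the smallest that 1000 placements can give). With regions joined within 10 kb the ratio was 5.03, against a random mean of 1.26, and with bins of 5 Mb it was 52.6, against a random mean of 10.0. Of the 2642 bins of 1 Mb, 541 (20.5%) had no region and 1045 (39.6%) had 20 regions or more. These bins were counted from the start of each chromosome, whereas those of the ratio were counted from its first region. Assembly gaps were not left out, so some empty bins may be unable to hold a region. On chromosomes 7, 8 and 15 the first bin with a region began at 3 Mb. Neighbouring regions were separated by a median of 5600 bp, and 47.7% of the separations were 5 kb or less. The bin with the most covered length was on chromosome 8 from 94 to 95 Mb, where 29 regions covered 691.6 kb. It was followed by the bin from 89 to 90 Mb on the same chromosome, with 672.4 kb, and by that from 62 to 63 Mb on chromosome 15, with 637.6 kb.

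The covered share differed between chromosomes. It had a median of 8.71% over the 19 autosomes. Chromosome 15 was covered most, at 19.7%, followed by chromosome 13 at 12.2% and chromosome 8 at 11.4%. Chromosome 7 was covered least, at 2.62%, with 1103 regions. Chromosome X had 1840 regions and was covered at 4.03%, the next lowest value of the 20 chromosomes. The ratio of chromosome X to the autosome median was 0.463 (95% bootstrap interval over regions 0.430 to 0.490). Of the alternatives run, a log2 limit of 2 on the enrichment moved the ratio most, to 0.627.

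These shares were compared with the depth of the input, because the number of reads per kb sets what can be called. Input reads per kb within regions had an autosome median of 6.66. They were lowest on chromosome 7, at 5.06, and high on chromosomes 8 and 15, at 9.40 and 8.37. On chromosome X the value was 6.003. Across the 20 chromosomes the covered share rose with input reads per kb (Pearson r = 0.697, two-sided permutation p = 0.0039, adjusted p = 0.00975; Spearman rho = 0.484, p = 0.032, adjusted p = 0.080). The adjustment is that of Benjamini and Hochberg over the 5 relations computed across chromosomes. Without chromosomes 8 and 15, which were farthest from the median input density, r was 0.672 and rho was 0.319. The median log2 enrichment of regions fell with input reads per kb (r = -0.849, permutation p = 0.00016, adjusted p = 0.0008). The rho was -0.822 (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 5e-05), and r was -0.892 without the same chromosomes. Input reads are the denominator of the enrichment, so these measures are not independent of each other. The relation of the covered share with GC content did not pass the threshold (r = 0.193, permutation p = 0.40, adjusted p = 0.667; rho = 0.215, p = 0.36, adjusted p = 0.60), and r was -0.0986 without chromosomes 11 and X. The same held for protein-coding genes per Mb (r = -0.0766, permutation p = 0.74, adjusted p = 0.86; rho = 0.168, p = 0.48, adjusted p = 0.60), with an r of 0.140 without chromosomes 7 and 11. At equal read depth on every chromosome, no relation of the covered share with input reads per kb was detected (r = 0.0408, permutation p = 0.86, adjusted p = 0.86; rho = -0.00902, p = 0.97, adjusted p = 0.97), although r was 0.406 without chromosomes 8 and 15. This setting combines thinning with a limit on ChIP density, and the relation was not computed for thinning alone. The ratio of the covered share to the autosome median in this setting was 1.08 for chromosome 15 and 0.696 for chromosome 8. It was 0.548 for chromosome 7 and 0.517 for chromosome X. As deposited it was 2.26, 1.31, 0.300 and 0.463. With thinning alone it stayed at 2.19, 1.24, 0.307 and 0.463, so the shifts came with the added limit on ChIP density. With that limit, chromosome 8 went from above to below the autosome median. Among regions with a log2 enrichment of 2 or more, the ratio was 0.606 for chromosome 15, 1.28 for chromosome 7 and 0.627 for chromosome X, so that chromosome 7 was not low among these regions.

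**Figure D2:**
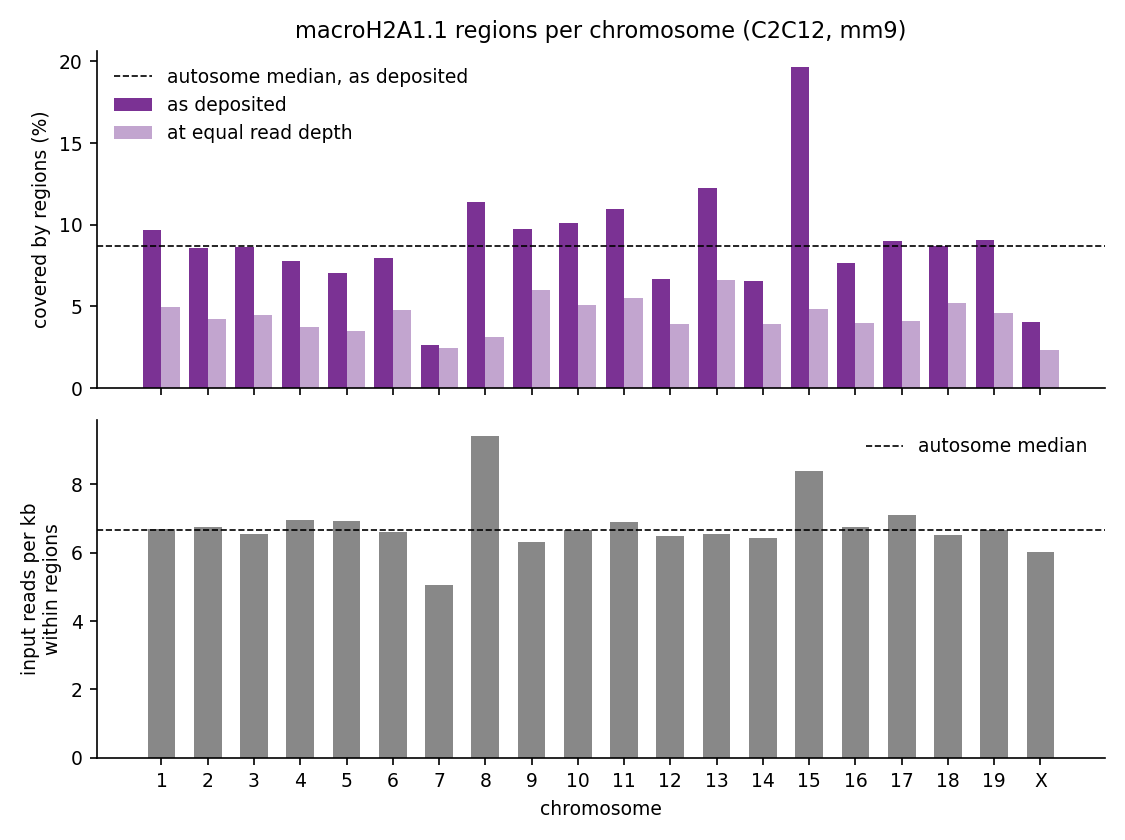
Share of each chromosome covered by macroH2A1.1 regions (upper panel, %, dark bars as deposited and light bars at equal read depth) and input reads per kb within regions (lower panel), each for 1 ChIP and 1 input library; dashed lines mark the autosome medians. The light bars combine thinned reads with the limit on ChIP density. Chromosome 15 stands out at 19.7% as deposited and not in the light bars, whereas chromosomes 7 and X are low in both settings drawn. With thinning alone, which is not drawn, chromosome 15 stayed at 2.19 times the autosome median.

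Along chromosome 8 the input density was not uniform. Between 80 and 100 Mb, a segment delimited after the values were seen, the 767 regions had a median of 10.0 input reads per kb (quartiles 8.0 and 12.4). The 1253 regions before it had a median of 6.47 and the 521 regions after it one of 5.43. The median enrichment was 1.62-fold in the segment, 2.12-fold before it and 2.56-fold after it. The segment held 1.51% of all regions and 21.6% of the regions wider than 20 kb. Outside the segment the covered share of chromosome 8 was 0.758 times the autosome median as deposited and 0.723 times at equal depth, when each part was thinned by its own input density. The segment itself went from 4.36 to 1.28 times the median. The widest regions on chromosome 8 named above, and the bins with the most covered length on that chromosome, lie in this segment.

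**Figure D3:**
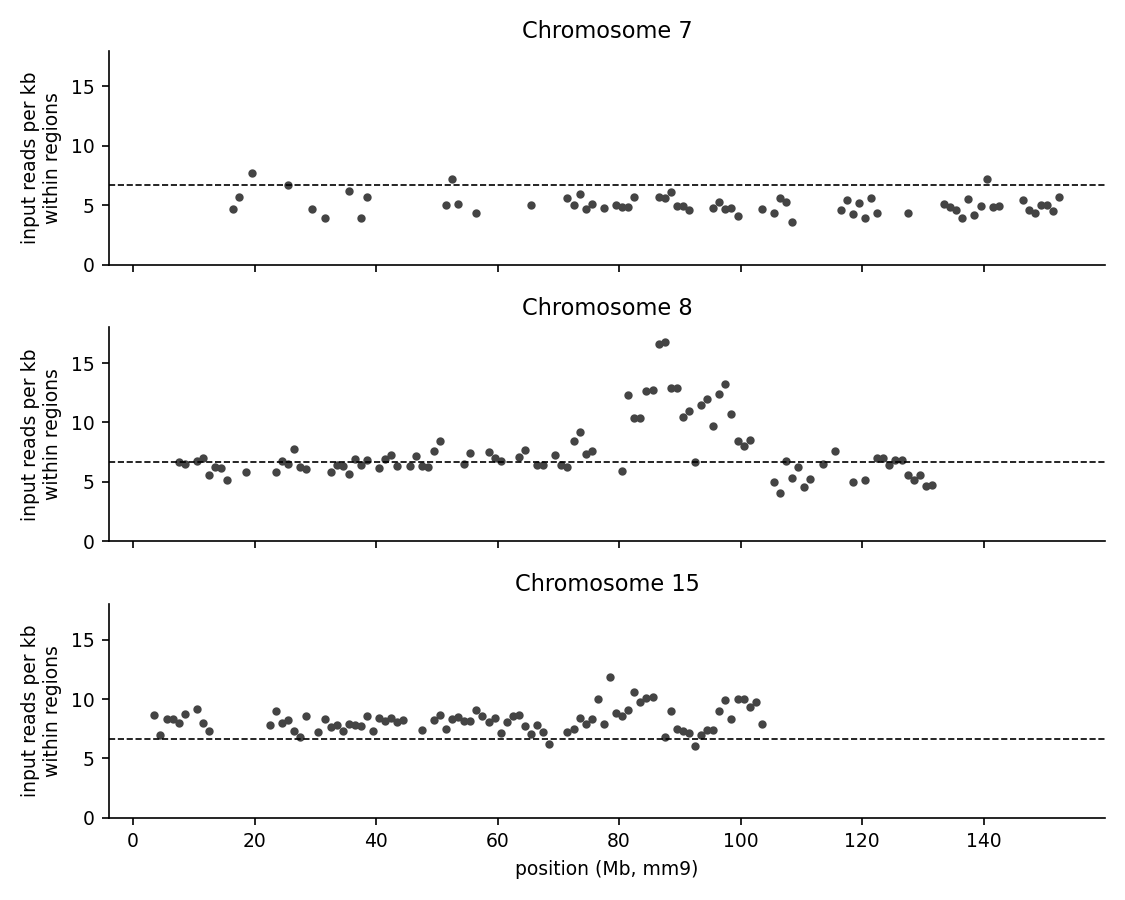
Input reads per kb within regions in 1 Mb bins with at least 5 regions along chromosomes 7, 8 and 15 (horizontal axis in Mb, mm9); each point is a bin and the dashed line is the autosome median of 6.66. Points lie below the line over most of chromosome 7, above it over most of chromosome 15, and far above it in most bins of chromosome 8 between 80 and 100 Mb.

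Finally, the loci which the study examined by ChIP-qPCR were compared with the list, to ask whether macroH2A1.1 regions lay on or close to fusion genes. Of the 5 amplicons, 3 overlapped a region by their listed positions. Accepting a distance of up to 5 kb to a region added no amplicon. Random placement on the same chromosomes gave a mean of 0.575, and placement within 1 Mb, where regions covered 13.8 to 23.0% of the sequence, gave a mean of 0.920. The study measured these loci to follow up its own profile, so they were not chosen independently of the enrichment and the comparison with random placement is given as a description, without a test.

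The Fn1 amplicon, for the gene of the matrix protein fibronectin, lay in a region of 6600 bp on chromosome 1 from 71721401 to 71728000. This region had 117 ChIP reads and 47 input reads, an enrichment of 1.72-fold (95% exact interval 1.21 to 2.46) and an FDR of 5.12e-08 in the authors' list, or 0.00164 in the exact binomial test. In GRCm38 the primers matched chromosome 1 from 71675597 to 71675666, in intergenic sequence 22397 bp upstream of the start of Fn1. The Itga11 amplicon, for integrin alpha 11, lay in a region of 4200 bp on chromosome 9 from 62521401 to 62525600. It had 134 ChIP reads and 33 input reads, an enrichment of 2.80-fold (1.90 to 4.23), an FDR of 5.78e-24 in the authors' list and one of 6.43e-08 in the exact binomial test. The GRCm38 match, on chromosome 9 from 62676361 to 62676452, was intergenic and 1374 bp upstream of the start of Itga11. The intervals of these enrichments overlapped, and a difference between Fn1 and Itga11 was not tested.

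Of the 3 amplicons around Col1a1, which encodes a collagen chain, only the third overlapped a region by its listed position. That region extended over 2400 bp on chromosome 11 from 94835201 to 94837600, with 53 ChIP reads, 15 input reads, an enrichment of 2.44-fold (95% exact interval 1.35 to 4.66), an FDR of 8.53e-09 in the authors' list and one of 0.00173 in the exact binomial test. In GRCm38 this amplicon matched chromosome 11 from 94974985 to 94975045, within an intron of Sgca and 21943 bp past the end of Col1a1. Amplicon 2, which matched an intron of Col1a1 in GRCm38 from 94943901 to 94943965, was 29620 bp away from the closest region. It lay in a stretch of 62.0 kb without a region, between 94773200 and 94835201 in mm9, which was measured after the positions had been seen. Of all separations between neighbouring regions, 88.9% were shorter than this one. Amplicon 1, as listed, was 11160 bp past the end of a region on chromosome 11 from 94770201 to 94773200 with an enrichment of 2.88-fold (1.68 to 5.22). Its primers matched GRCm38 from 94910531 to 94910596, in intergenic sequence 25628 bp upstream of Col1a1, and the listed position of this amplicon is uncertain, because the spacing of its primers to those of amplicon 3 in GRCm38 was 64.5 kb and the listed spacing was 51.9 kb. A locus without a listed region had no call at this depth, which is not evidence that macroH2A1.1 was absent.

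**Figure D4:**
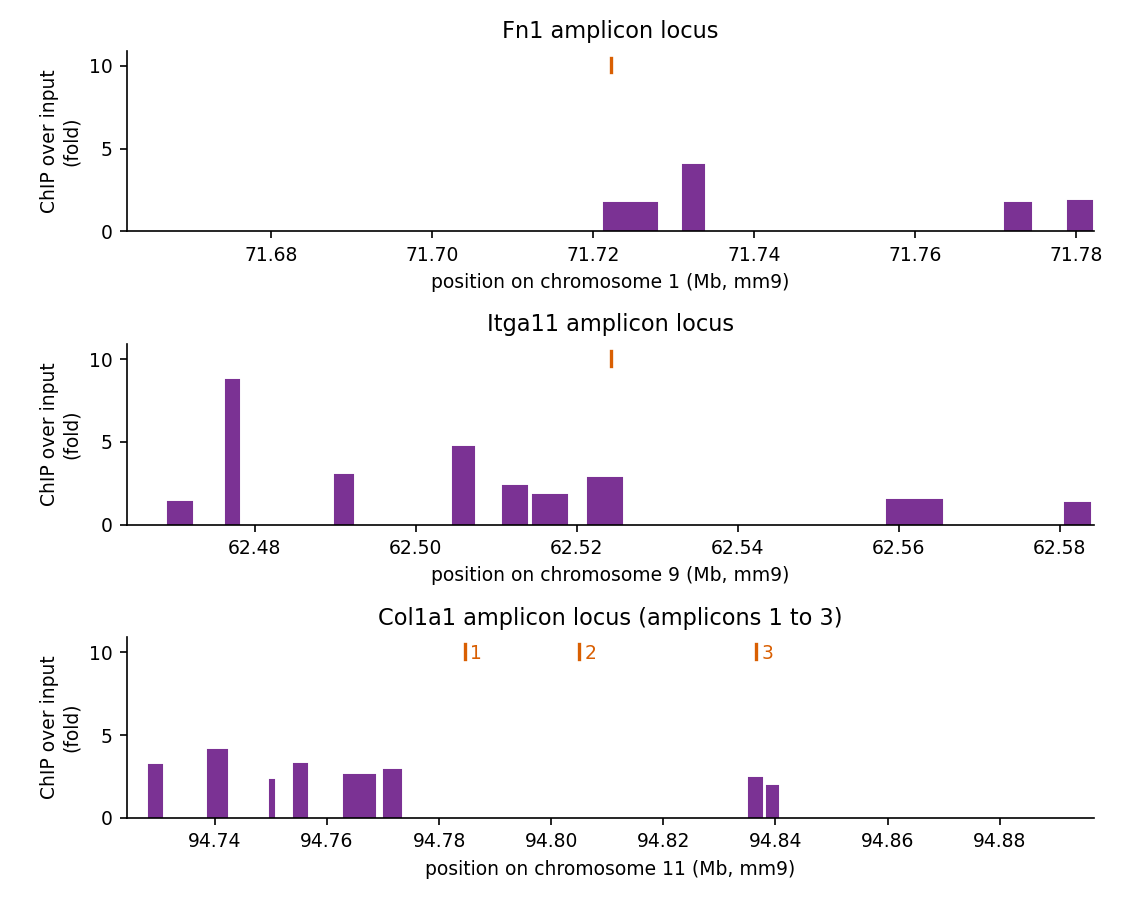
Regions of the list around the ChIP-qPCR amplicons (horizontal axis, position in Mb, mm9), drawn as boxes over their width with the height giving the fold of ChIP over input as listed by the authors; orange marks show the listed amplicon positions. The marks for Fn1, Itga11 and Col1a1 amplicon 3 lie over a region. Those for Col1a1 amplicons 1 and 2 lie in a stretch of 62.0 kb without one, and the listed position of amplicon 1 is uncertain.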

Values the study reported

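For the calling of enriched regions, the study gave a window size of 600, a gap of 1200 and an FDR of 0.05. For 46 genes it gave opposite responses to the loss of each macroH2A1 isoform. It examined Fn1, Col1a1 and Itga11, among the genes related to adhesion and extracellular matrix, by ChIP-qPCR. At all of these it reported more macroH2A1.1 after differentiation, to a degree that differed between loci.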

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

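The tests of this part that use the binomial test, the input floor, thinned reads, log2 limits, joint placement or fewer chromosomes were chosen after the result was seen. Of the values recomputed for the main results, apart from the amplicons and a setting that removes no region, 23 stayed within their interval, within 1.5 times the count or on their side of the threshold, and 18 moved. The intervals leave out calling and clustering, so a value that moved may still lie within the full uncertainty. The number of regions was 31181 with a 2-fold filter and 18411 with joining within 10 kb. The covered share was 8.38% at an FDR of 0.01, 5.06% with the 2-fold filter, 7.95% in the binomial test and 8.93% over the span of regions. The median width was 3200 bp with the 2-fold filter and 6600 bp after joining. The median enrichment was 2.25-fold at an FDR of 0.01 and 2.32-fold in the binomial test. The ratio of chromosome X to the autosome median was 0.557 for regions per Mb, 0.517 at equal depth (0.502 and 0.509 with the 1st and the 10th percentile), 0.518 at a log2 limit of 1.5 and 0.627 at a log2 limit of 2, and it was below 1 under each alternative run. The correlation of width and enrichment was -0.274 at an FDR of 0.01 and -0.339 in the binomial test. Filters removed weak regions, joining widened regions, and the span is a smaller denominator; the cause of the other shifts was not tested. Clustering exceeded random placement under all 8 alternatives run. The number of amplicons in a region was 2 among regions above the median enrichment and 3 in the other alternatives. With a region within 5 kb accepted it was 3 against a random mean of 1.22. Random placement is no test of loci that followed up the same profile.

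The FDR of the amplicon regions and of the widest regions stayed under 0.05 in the binomial test, and the 5 highest enrichments fell to log2 values between 2.97 and 3.83 with the input floor, because the caller's value of 0.25 for 0 input reads had set them. Leaving out sequences other than chromosomes 1 to 19 and X changed nothing, since the list holds none, and it holds no FDR above 0.05 to filter. The alternatives for gene-based comparisons were not run. No paired analysis was possible because each group holds 1 library. Besides the lack of a further ChIP library, read depth limits single regions: a region with the median of 68 ChIP reads and 22 input reads carries counting error on both.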

Other observations

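The tests in this part were chosen after the results had been seen.

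The settings of the deposited list differ from those of the methods. The step of starts and widths here was 200 bp. That is lower than the value quoted from the study above. The shortest distance between neighbouring regions here was 800 bp. That is lower than the value quoted from the study above. Only 33.3% of the starts were multiples of 600 bp, the share that a step of 200 bp gives without any larger window. The widths and the number of regions are those of the finer setting.

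The number of calls depends on how the input is treated. In simulated data with the real depths and no enrichment in all but 200 regions, the Poisson test used by the caller called 2924 unchanged regions. The binomial test called 1. Nearly all simulated regions were unchanged, so the adjusted threshold was stricter there than in the list, whose largest p-value was 0.0450. At a p-value under 0.05, the Poisson test took in 17.6% of the unchanged regions and the binomial test 3.76%. This is consistent with the view that taking the input count as exact contributes to the 5482 regions (10.8%) that were called in the list and not in the binomial test. Some of these may be true regions, because the binomial test also recovered fewer of the raised regions.

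The high coverage of chromosome 15 may in part be a matter of copy number. Input reads per kb were 1.26 times the autosome median on this chromosome, and the regions there had a lower median enrichment (1.92-fold) than on any other chromosome of the list. Thinning the reads and asking for the deposited p-value alone left its coverage at 2.19 times the autosome median, so the number of reads in the significance test is not enough to account for it. Asking for the same ChIP read density as well brought the ratio to 1.08, and to 1.34 or 1.00 with the 1st or the 10th percentile of chromosome 7 in place of the 5th. Without thinning, the ratio was 1.51 with the 2-fold filter, 0.942 at a log2 limit of 1.5 and 0.606 at a log2 limit of 2. The excess thus lay in weakly enriched regions. Equal depth with this limit on ChIP density lowered chromosome 8 as well, to 0.696, against 1.24 with thinning alone. Outside its segment of high input density, however, the ratio was 0.758 as deposited and 0.723 at equal depth. A candidate explanation is that these cells carry additional copies of chromosome 15 and that a caller which asks for a read density reaches weaker enrichment there. This cannot be told apart from a broad, weak enrichment in macroH2A1.1, because the ratio depends on the limit chosen and the input density within called regions is only a proxy for copy number.

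For chromosome 7 the outcome also depends on the limit. It remained at 0.548 times the autosome median at equal depth (0.411 and 0.662 with the other percentiles) and was at 0.689 at a log2 limit of 1.5, but at 1.28 at a log2 limit of 2. The number of reads in the significance test is thus not enough to account for the low coverage. Input reads per kb on chromosome 7 were 0.760 times the autosome median, and thinning does not repeat the calling. Weak regions may therefore still be missing for lack of reads, and this cannot be told apart from a true scarcity of weak enrichment. The autosomes nearest to chromosome 7 in GC content were chromosomes 9, 17 and 19, and those nearest in density of protein-coding genes were chromosomes 11, 17 and 19. Both sets had a median covered ratio of 1.04, which argues against GC content or gene density as the cause.

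Chromosome X was low in each of these settings. Its ratio was 0.517 at equal depth (0.502 and 0.509 with the other percentiles). At log2 limits of 1.5 and 2 it was 0.518 and 0.627. These settings only filter called regions, so weak regions missing for lack of reads cannot be excluded. At a log2 limit of 2, chromosome 7 was at 1.28 with fewer input reads per kb (0.760 against 0.901 times the autosome median). Lower depth thus need not give a low ratio at that limit. The autosomes nearest in gene density, chromosomes 1, 12 and 18, had a ratio of 1.00, which argues against gene density. GC content cannot be told apart: the 39.3% of chromosome X lies below all 19 autosomes, and the nearest of them, with a ratio of 0.995, start at 40.5%. Mappability and a difference in macroH2A1.1 itself also remain open and were not tested.

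The segment of chromosome 8 between 80 and 100 Mb had 1.78 times the pooled input density of the part before it. A few repeats or very dense regions are an unlikely cause, since the median region of the segment had 10.0 input reads per kb, the lower quartile of 8.0 was above the upper quartile of 7.97 before the segment, and 87.9% of its regions lay above the median of the part before. The median ChIP density was also higher, at 23.8 reads per kb against 19.6 before the segment, but it rose less than the input, and the median enrichment was lower, at 1.62-fold. A copy number gain of the segment is a candidate explanation. By itself a gain would leave the ratio of ChIP to input unchanged. At equal depth the covered share of the segment went from 4.36 to 1.28 times the autosome median, so most of the sequence called there lay under the limit on ChIP density that was then asked for. Thinning by the input density lowers the coverage whatever had raised that density, so a gain cannot be told apart here from another cause that raised the reads of both libraries. Of the 10 widest regions of the whole list 7 lie in this segment, and their widths may reflect read depth as well as the extent of macroH2A1.1 domains. Sequencing of genomic DNA from the same cells would decide this.

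The 24 regions with 0 input reads were at most 1200 bp wide and lay on 13 chromosomes. At the average input density, 6.74 regions of the list would be expected to hold none (exact one-sided Poisson p = 1.99e-07, from the widths and not from replicates). Calling favours regions with few input reads, but all 24 would also have passed the largest deposited p-value at the average input density. This argues against missing reads by chance as the whole cause only if all regions share that density. Input density within regions differed between chromosomes, from 5.06 reads per kb on chromosome 7 to 9.40 on chromosome 8. A lower local density would leave more regions without input reads. That spread was not modelled, so chance at a lower local density remains open. The median ChIP density of the 24 regions was 48.8 reads per kb, against 31 in the 1304 other regions that were as narrow. Sequence present in the ChIP material only, or reads amplified from few molecules, are possible explanations that were not tested.

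The outcome for Col1a1 amplicon 1 depends on its position. Its primers and those of amplicon 3 match GRCm38 at a spacing that is 12559 bp longer than the listed one, whereas the difference between amplicons 2 and 3 is -692 bp, within the lengths of the listed intervals. The region closest to the listed position lies 11160 to 14159 bp away on the side to which the longer spacing points. The amplicon may therefore lie in that region, which would make 4 of the 5 amplicons. Its spacing to amplicon 2 was longer by 13251 bp, which also falls in that range. A position outside the region would require sequence between amplicons 1 and 2 that differs in length between the builds. These cases cannot be told apart here, because an mm9 sequence was not used.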
